# MicroRNA-146a Overexpression Impairs the Positive Selection during T Cell Development

**DOI:** 10.3389/fimmu.2017.02006

**Published:** 2018-01-23

**Authors:** Zinan Li, Siya Zhang, Ying Wan, Menghua Cai, Weiqing Wang, Yuli Zhu, Zhen Li, Yu Hu, Huaishan Wang, Hui Chen, Lianxian Cui, Xuan Zhang, Jianmin Zhang, Wei He

**Keywords:** microRNA-146a, T cell homeostasis, T cell development, positive selection, Gimap4

## Abstract

MicroRNAs play crucial roles in modulating immune system. miR-146a, a potent feedback suppressor of NF-κB signaling, was shown to limit the innate immune response and myelopoiesis in a knockout mouse model. Here, we observed high lymphopoiesis demonstrated as mild splenomegaly and severe lymphadenopathy in a miR-146a transgenic mouse model. Overexpression of miR-146a resulted in enhanced proliferation and reduced apoptosis of T cells. More activated CD4^+^ T cells or effector memory T cells were observed in transgenic mice even under physiological conditions. Importantly, as one of the key steps to generate central tolerance, the positive selection of thymocytes is impaired in transgenic mice, resulting in more CD4^+^CD8^+^ double-positive thymocytes but fewer CD4^+^CD8^−^ and CD4^−^CD8^+^ single-positive thymocytes. The maturation of selected CD4^−^CD8^+^ thymocytes was also impaired, leading to more severe loss of CD4^−^CD8^+^ than CD4^+^CD8^−^ thymocytes in thymus of transgenic mice. Gene expression profiling analysis identified nine positive selection-associated genes, which were downregulated in transgenic mice, including genes encoding major histocompatibility complex class I/II molecules, IL-7 receptor α chain, and Gimap4, whose downregulation may contribute to the impairment of positive selection. Gimap4 was verified as a novel target of miR-146a. These findings further extend our understanding of the function of miR-146a in T cell biology and identify a novel regulatory mechanism underlying the positive selection during T cell development.

## Introduction

The immune system is an elaborately regulated network comprising many biological structures and processes to protect us from pathogens and malignancy. MicroRNA (miRNA), an RNA-based form of posttranscriptional regulation, has profound effects on hematopoietic development (1), immune cell differentiation, and the immune response (2). A series of loss-of-function studies have demonstrated a crucial role of the miRNA network in T cell differentiation and function by knocking out the key biosynthetic enzymes Drosha (3), DGCR8 (4), and Dicer (5, 6) in T cells or in certain T cell subsets.

miR-146a, the expression of which is mainly restricted to immune cells in the physiological context (7), has been proved to serve as a feedback suppressor for both the innate and adaptive immune responses by targeting several important adaptors or transcription factors (TFs), including IRAK1, TRAF6 (7–10), and STAT1 (11, 12) in the NF-κB and JAK-STAT signaling pathways. Loss-of-function studies on miRNA-146a knockout (KO) mice revealed a protective nature of miR-146a in some inflammatory settings such as bacterial or viral infection. Some autoimmune disorders, e.g., rheumatoid arthritis (RA) (13, 14), systemic lupus erythematosus (SLE) (15), and inflammatory bowel disease (9, 16) were also linked to ectopic miR-146a expression. Although most of the investigators believe that miR-146a serves as an beneficial factor (7, 17), there are still a few reserved views about its pathological role in autoimmune diseases such as RA (18), in which abnormally high levels of miR-146a are often observed at peripheral blood or lesion sites. In addition, most of the miRNAs exert biological multifunction due to the “one-to-many” mode of action (19). It is reasonable to assume that miR-146a shows different characteristics in some specific inflammatory settings. Thus, a gain-of-function study appears imperative to achieve a full picture of miR-146a in regulating the immune response.

With regard to hematopoietic processes, miR-146a also plays an indispensable role. It has been solidly proven that miR-146a serves as a guardian of hematopoietic stem cells (HSCs) at the physiological level by inhibiting myeloid differentiation and proliferation (20). miR-146a knockout mice show severely reduced HSC numbers in bone marrow, myeloid hyperplasia in peripheral blood, and even tumors in spleen (7, 8). Compared to myelopoiesis, less is known about the regulatory role of miR-146a in lymphopoiesis. To address this question, Starczynowski et al. analyzed the lymphopoiesis at early stage in bone marrow and found that enforced miR-146a overexpression impaired lymphopoietic process of hematopoietic stem/progenitor cells and finally reduced CD4^+^ T cell counts in peripheral blood (21). In addition, Kirigin et al. found that miR-146a fluctuates in thymocytes at different developmental stages in thymus (22). These findings indicate that miR-146a may act as a modulator during T cell development. Therefore, the systemic phenotyping of miR-146a in a mouse model is essential to gain some insights.

Thymocytes go through a series of defined and coordinated developmental steps in thymus and eventually mature into functional T cells. Generally, the process can be divided into four stages based on the expression of the co-receptor molecules CD4 and CD8 on the surface of thymocytes: double-negative (DN, CD4^−^CD8^−^) cells, double-positive (DP, CD4^+^CD8^+^) cells, CD4 single-positive (SP, CD4^+^CD8^−^), or CD8 SP (CD4^−^CD8^+^) cells. In the process of development, several events such as TCR rearrangement, positive and negative selection, will ensure that the developing thymocytes generate vast polyclonal TCRs with appropriate affinity to foreign but not self-antigens and finally develop into functionally competent T cells. In which, positive (23, 24) and negative selections (25, 26) are crucial for generating central tolerance. Disruption of these key steps will lead to an escape of autoreactive T cells into periphery and finally cause autoimmune pathology.

Guo et al. generated a miR-146a systemically expressed transgenic (Tg) mice and observed an autoimmune lymphoproliferative syndrome (ALPS)-like phenotype on this model, including enlarged spleens and lymph nodes (LNs), inflammatory infiltration in the livers and lungs, increased levels of DN T cells in peripheral blood, and increased serum immunoglobulin G levels. Dampened Fas expression by miR-146a and homeostatic proliferation of germinal center (GC) B cells were thought to be the major etiological factors, which lead to spontaneous GC formation in lymphoid nodes on this model (27). In our study, we used the same model but focused on aberrant changes in T cells and tried to reveal its pathological role in autoimmune disease. We observed abnormal subsets composition, imbalanced homeostasis, and disturbed development of T cells in miR-146a Tg mice. Like B cells in this model, the apoptotic and/or proliferative activity of T cells was dampened by miR-146a. In addition, the positive selection of thymocytes and the further maturation of CD4 and CD8 SP (especially CD8 SP) population are impaired in miR-146a Tg mice. miR-146a regulates positive selection during T cell development by targeting several genes, including the genes encoding major histocompatibility complex (MHC) class I/II molecules, the IL-7 receptor α chain, and Gimap4.

## Materials and Methods

### Mice

miR-146a Tg mice were gifts from Dr. Ying Wan at Third Military Medical University. The generation of this mouse model was described in detail in Guo et al.’s previous report (27); Balb/c mice serving as wild-type (WT) control were purchased from the Laboratory Animal Center of the Military Medical Sciences Academy. The first filial generation of Tg or WT mice was paired randomly to breed the second generations. The coming generations were used in this research. All mice were housed and bred in the barrier facility at Peking Union Medical College. The animal experiments were approved by the Institutional Animal Care and Use Committees of Peking Union Medical College.

### Cell Isolation

Mice were sacrificed by cervical dislocation, and then brachial, axillary, and inguinal LNs together with the thymus and spleen were placed in precooled HBSS. Organs were washed twice to remove blood and connective tissue.

A single-cell suspension was obtained from the LNs, spleen, and thymus by squeezing tissues through 40-µm cell strainers with HBSS. Suspension was centrifuged to remove the supernatant before resuspending the cells in complete culture medium as described in the following experiments. For splenic cells, an additional RBC lysis step was performed. Splenic cell suspension was centrifuged to remove supernatant. The sediment was resuspended in 1 mL ACK lysis and kept in room temperature. To stop the lysis, 10 mL FBS-free HBSS was added and then removed by centrifugation.

For thymic stromal cells, the incised thymus was placed into digestion medium composed of 0.15% (w/v) collagenase D and 0.01% (w/v) DNase I in RPMI 1640 medium containing 5% fetal calf serum. The thymus was then digested at 37°C on shakers (100 r/min). Every 10–15 min, the macroscopic fragments were allowed to settle under gravity, while the cell-containing supernatant was removed and saved on ice, followed by the replenishment of digestion media and next round digestion. The procedure was repeated until no macroscopic thymic fragments remained. All supernatant fractions were combined and centrifuged at 200 × *g* for 5 min at 4°C to obtain a pellet, which contained both thymocytes and stromal cells.

### Flow Cytometry (FCM)

To avoid non-specific staining, Fc blocker (BD Pharmingen, USA) was applied before staining. Cells from LNs and spleens were incubated with antibodies against CD3e (145-2C11), CD19 (6D5), the TCR β chain (H131), TCR γδ (GL3), CD4 (RM4-4), and CD8a (53-6.7) (BD Pharmingen, USA). Thymocytes were incubated with antibodies against CD4 (RM4-4), CD8a (53-6.7), CD25 (PC61), CD44 (IM7), CD62L (MEL-17), and CD69 (H1.2F3) (BD Pharmingen, USA). Thymic stromal cells were incubated with antibodies against MHC class I (34-1-2S) and II (M5/114.15.2) and CD127 (A7R34) (Biolegend, USA). Intracellular Bcl-2 (BCL/10C4) staining of thymocytes was performed according to the manufacturer’s instructions provided with the kit (Biolegend, USA). FCM was performed on a Gallios (Beckman Coulter, USA) or Accuri C6 (BD, USA) flow cytometer.

### Proliferation Assay

The proliferation of T cells induced by immobilized anti-CD3/28 was analyzed using a CFSE dilution assay as described previously. Briefly, splenic cells were stained with CFSE (a final concentration of 10 µmol/L in a cell suspension of 1 × 10^6^ cells/mL, Life Technologies, USA) and then stimulated with plate-coated anti-CD3/28 Abs (1 µg/mL each) for 48 h. CFSE dilution resulting from proliferation was analyzed with FCM. Staining for the surface markers CD3e (145-2C11) and CD8a (53-6.7) was also performed before FCM to distinguish CD4 (CD3^+^CD8^−^) and CD8 (CD3^+^CD8^+^) subsets.

### Apoptosis Detection

Splenic cells were resuspended in RPMI 1640 without FBS to induce apoptosis. After harvested at 48 or 96 h, cells were stained with 7-AAD and Annexin V (Biolegend, USA) together with antibodies against CD4 and CD8 (BD Pharmingen, USA). The level of apoptosis in both the CD4 and CD8 subsets was determined using FCM.

### RNA Sequencing

Total RNA was isolated from the thymus of WT and Tg mice using Trizol (Invitrogen, USA) according to the manufacturer’s instructions. The integrity of each RNA sample was verified on an Agilent Bioanalyzer 2100 (Agilent Technologies, USA). After purification using Dynabeads Oligo (dT) (Life Technologies, USA), 100 ng mRNA per sample was processed using NEB Next Ultra RNA Library Prep Kit for Illumina (NEB, USA) according to the manufacturer’s recommendations. The libraries were sequenced with an Illumina HiSeq 2500 (Illumina, USA). Sequence data were extracted in the FastQ format and used for mapping. Reads that passed quality filtering were mapped against the *Mus musculus* genome using HotHap2, and the only uniquely mapped reads were used for counting. Then, the read counts were used to calculate fragment per kilobase of exon per million fragment values for each sample. The *q* value was used to control false discovery rates for multiple hypothesis testing. Genes with a fold change over 2 and *q* < 0.01 were considered differentially expressed. Gene ontology (GO) analysis was performed using GoPipe (28), and Genes and Genomes (KEGG) pathway analysis was performed as described in the previous report (28, 29). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE99428.

### Western Blot

Total protein extracts were prepared from the thymuses of both WT and Tg mice (6 weeks old, *n* = 3) and then loaded into each lane of a 10% SDS-PAGE gel. After electrophoresis, total proteins were transferred onto a nitrocellulose membrane, and Gimap 4 was detected using an antibody against Gimap4 (Santa Cruz, CA, USA). Beta-actin was used for normalization.

### Luciferase Assay

The vector containing the full-length gimap4 3′UTR (pMIR-REPORT Luciferase-gimap4, 20 ng/well) together with a plasmid encoding miR-146a (pCDH-CMV-miR-146a-EF1-copGFP, 40 ng/well) were co-transfected into 293T cells (in 24-well plate) with Lipofectamine 2000 (Invitrogen, USA). A plasmid constitutively expressing Renilla luciferase was also transfected to normalize for transfection efficiency. Luciferase activity was detected using the Dual-Luciferase Reporter Assay Kit (Promega, USA) according to the manufacturer’s instructions.

## Results

### miR-146a Tg Mice Show Splenomegaly and Lymphadenopathy Which Mimics the Symptom of ALPS

A marked phenotype of miR-146a Tg mice is splenomegaly and lymphadenopathy (Figure 1A). Thus, we performed FCM to characterize the T and B cells in spleens and LNs from miR-146a Tg mice. The results showed that the absolute numbers of all lymphocyte subsets (B cells, T cells, and αβ/γδ or CD4^+^/CD8^+^ T cells) were significantly elevated by two- to five-fold in spleens or LNs from Tg mice relative to those from WT mice (Figures 1B–D). Compared to absolute count, the relative proportions of αβ T cells and CD4^+^ T cells were lower in Tg mice, and the relative proportions of γδ T cells and CD8^+^ T cells were significantly higher in both the LNs (Figures 1E–H) and spleens (Figures 1I–L) of Tg mice compared to WT mice. Taken together, these results indicate a directive role of miR-146a in T cell differentiation/polarization.

**Figure 1:**
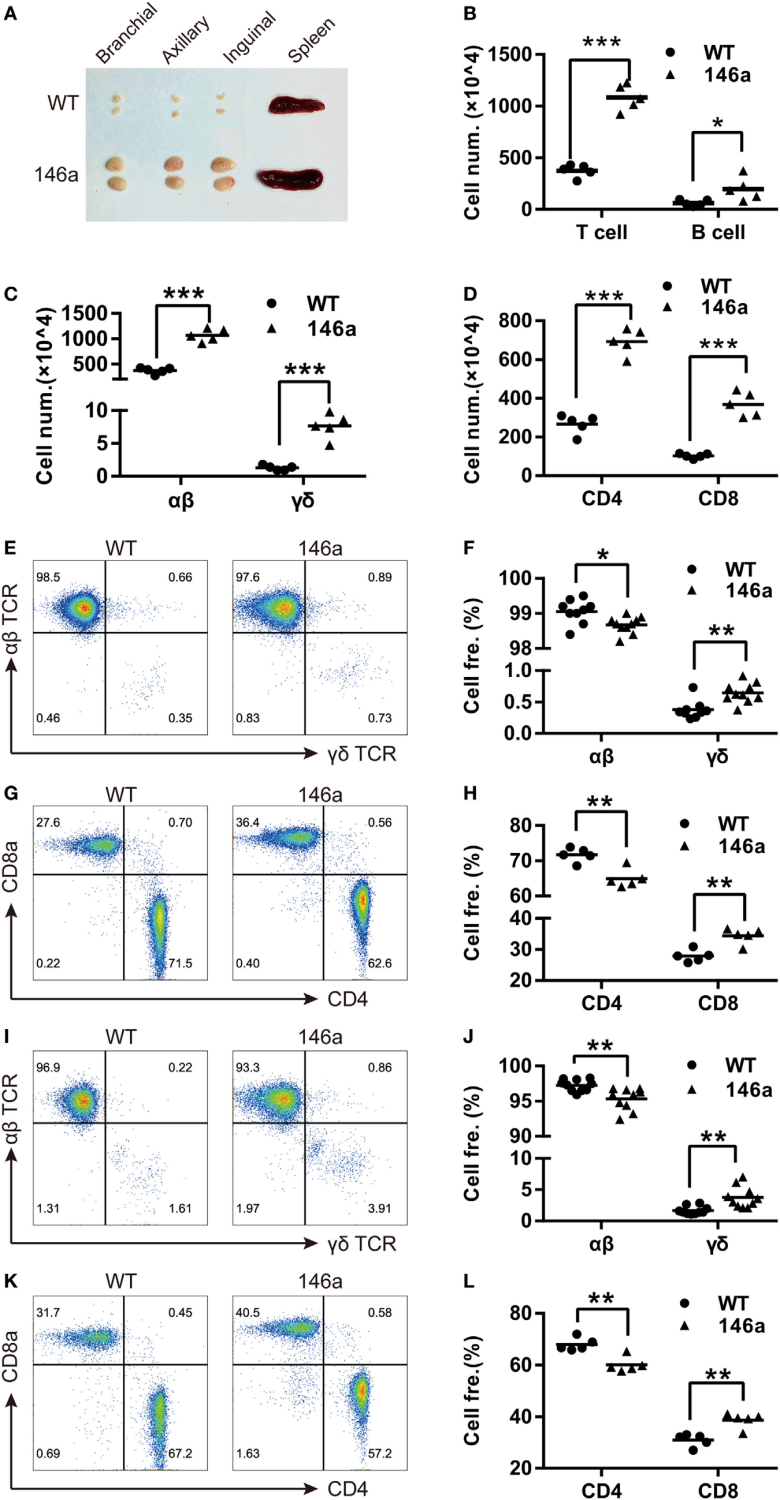
miR-146a transgenic (Tg) mice show splenomegaly and lymphadenopathy. **(A)** Bilateral inguinal, axillary, and brachial lymph nodes (LNs) and spleens were isolated from 7-week-old female miR-146a Tg (bottom) or wild-type (WT) (top) mice. **(B–D)** Flow cytometry (FCM) analysis of T cells and B cells **(B)**, αβ/γδ T cells **(C)**, and CD4^+^/8^+^ T cells **(D)** from the LNs of miR-146a Tg or gender- and age-matched WT mice. **(E–H)** FCM analysis of the proportions of αβ/γδ T cells **(E,F)** and CD4^+^/CD8^+^ T cells **(G,H)** in LNs from miR-146a Tg and WT mice. **(I–L)** FCM analysis of the proportions of αβ/γδ T cells **(I,J)** and CD4^+^/CD8^+^ T cells **(K,L)** in spleens from miR-146a Tg and WT mice. Each dot represents one mouse, and the values represent the mean ± SD. Statistical significance is indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001 (Holm–Sidak method).

### miR-146a Overexpression Results in Elevated Frequency of T Cells with Activation or Memory Phenotype

In addition to the proportion changes in T cell subsets, we also examined the expression levels of the canonical T cell activation markers CD25, CD44, and CD69 and the negative marker CD62L on T cells using FCM. The result showed a slight increase in the CD25^+^ or CD69^+^ population of CD4^+^ T cells, but not CD8^+^ T cells, in Tg mice (Figures 2A–C), indicating that more CD4^+^ T cells are activated in miR-146a Tg mice, even under physiological conditions.

**Figure 2:**
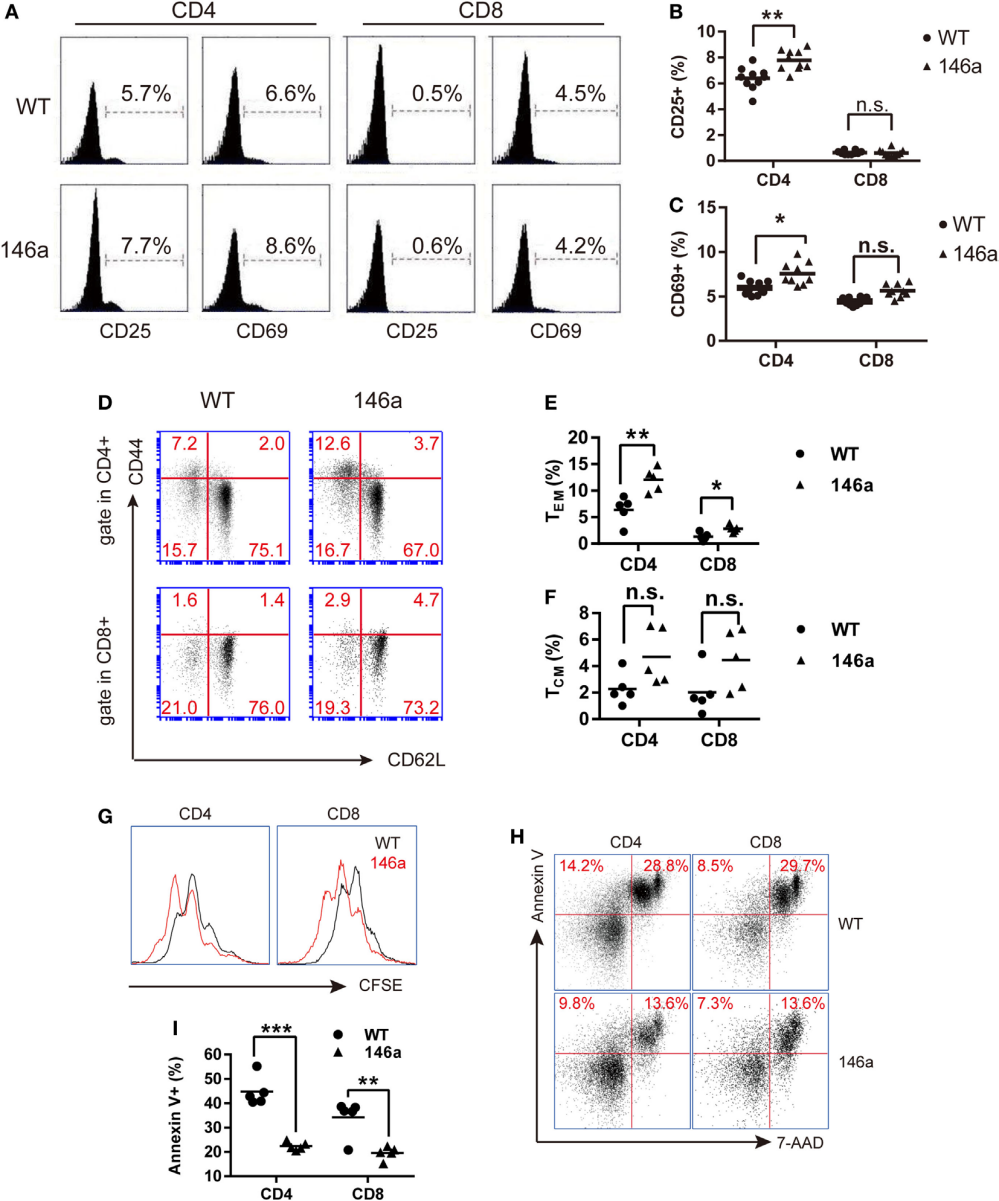
T cells from miR-146a transgenic (Tg) mice exhibit higher frequencies of activated or memory phenotype and exert higher proliferative but lower apoptotic activity. **(A–F)** Flow cytometry analysis of the proportions of CD4^+^ T cells or CD8^+^ T cells with an active CD25^+^/CD69^+^ phenotype **(A–C)** or with the memory phenotypes **(D–F)**, which is indicated as CD44^high^CD62L^−^ (T_EM_) or CD44^high^CD62L^+^ (T_CM_) in splenic cells from miR-146a Tg (*n* = 10) and gender- and age-matched wild-type (WT) (*n* = 10) mice. **(G–I)** Splenic T cells were isolated from miR-146a Tg and age-matched WT mice and then stimulated with immobilized anti-CD3/28 antibodies **(G)** or cultured in FBS-free RPMI 1640 medium **(H,I)**. The proliferation and apoptosis of both CD4^+^ T cells and CD8^+^ T cells were examined using CFSE dilution **(G)** and Annexin V/7-AAD staining **(H,I)**, respectively. Each dot in the plots represents one mouse, and the values represent the mean ± SD. Statistical significance is indicated as follows: *P < 0.05, **P < 0.01, and ***P < 0.001 (Holm–Sidak method).

By using surface marker CD44 and CD62L, T cells could be divided into two specific memory T cell subsets: effector memory T cells (T_EM_) (CD44^high^CD62L^−^) and central memory T cells (T_CM_) (CD44^high^CD62L^+^) (30). We found that the proportion of T_CM_ and T_EM_ cells show uptrend in both the CD4^+^ and the CD8^+^ T cell populations from the LNs of miR-146a mice (Figures 2D–F), indicating that overexpression of miR-146a results in abnormal increases in the memory T cell population (especially T_EM_) *in vivo*.

### Overexpression of miR-146a Enhances Proliferation but Restrains Apoptosis in Peripheral T Cells

In addition to the cell number changes, we sought to determine whether the overexpression of miR-146a affects T cell function. To this end, we performed a CFSE dilution assay and Annexin V/PI staining to examine the proliferative and apoptotic activity of T cells *in vitro*. The results showed that peripheral CD4^+^ and CD8^+^ T cells from miR-146a Tg mice proliferated to a greater extent than CD4^+^ and CD8^+^ T cells from WT mice when stimulated with immobilized anti-CD3/28 antibodies (Figure 2G). In contrast, FBS starvation-induced apoptosis was significantly lower in CD4^+^ T cells and CD8^+^ T cells from miR-146a Tg mice than cells from WT mice (Figures 2H,I). Collectively, these results suggest that the homeostasis of T cells in Tg mice is disturbed by miR-146a overexpression.

### miR-146a Overexpression Impacts the Positive Selection As Well As the Further Maturation of CD4 and CD8 SP Thymocytes

Flow cytometry analysis showed a mild increase in frequency of DP stage along with a decrease in the frequency of both CD4 and CD8 SP cells in miR-146a Tg mice compared to WT mice (Figures 3A,B). It indicates that the transition from DP stage to SP stage was impaired during T cell development in miR-146a Tg mice. A decrease of cell count of CD4 and CD8 SP (Figure 3C) further confirm our conclusion.

**Figure 3:**
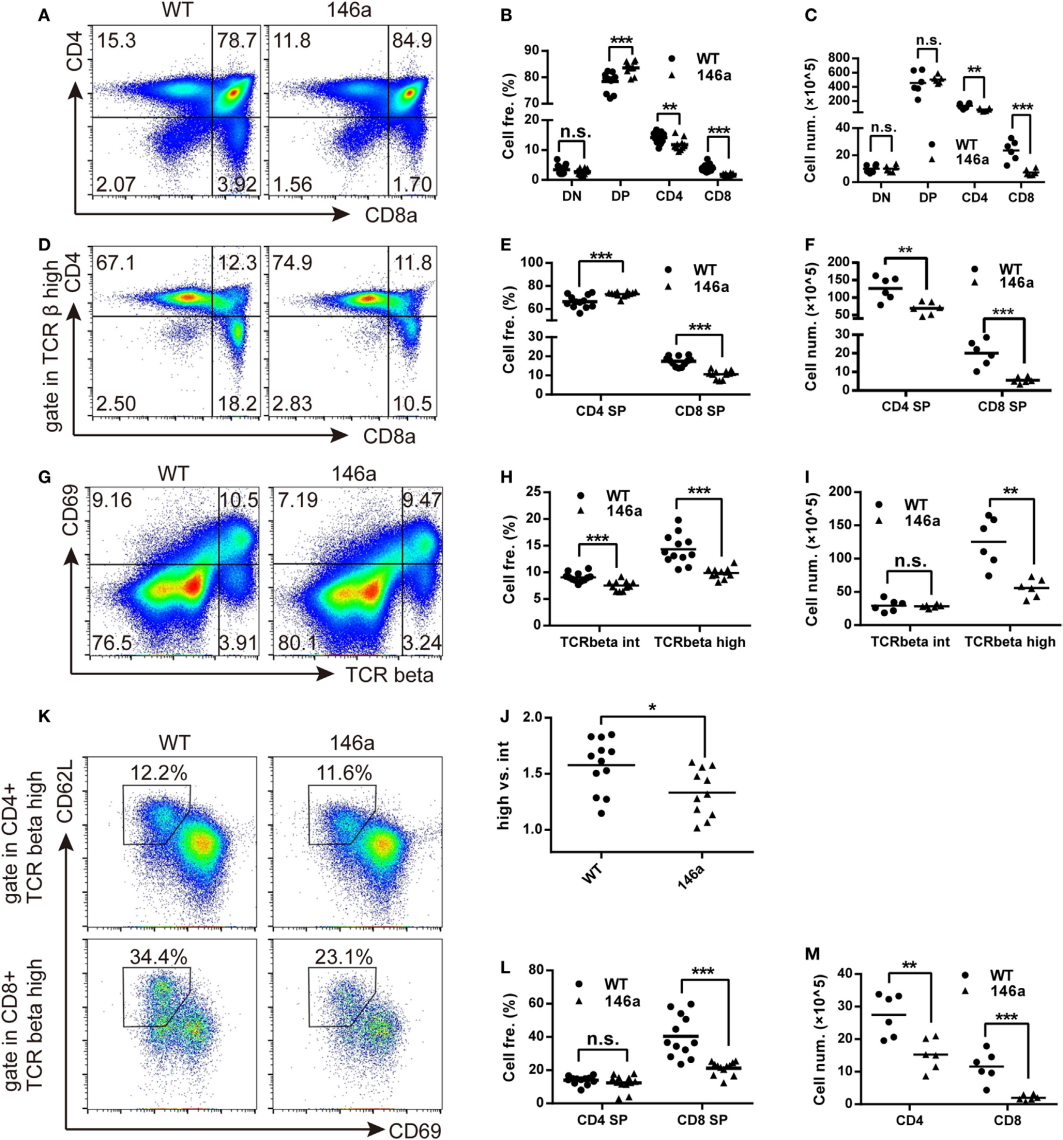
Positive selection and the further maturation of both CD4 and CD8 single-positive (SP) thymocytes are impaired in miR-146a transgenic mice. The frequency and absolute count of each thymocyte subsets were analyzed by flow cytometry (FCM). **(A–C)** Thymocytes were classified into three stages [double negative (DN), double positive (DP), or CD4/8 SP] based on the expression of the surface markers CD4 and CD8. Frequency **(B)** and absolute count **(C)** of thymocyte at each stage were analyzed by FCM. **(D–F)** Frequency **(E)** and absolute count **(F)** of positively selected (TCRβ^high^) CD4 and CD8 SP thymocytes were analyzed by FCM. **(G–J)** Frequency **(H)** and absolute count **(I)** of thymocytes undergoing positive selection, which is indicated as a transition from CD69^+^TCRβ^int^ to CD69^+^TCRβ^high^ were analyzed by FCM. The ratios of CD69^+^TCRβ^high^ (after selection) to CD69^+^TCRβ^int^ (before selection) were calculated **(J)**. **(K–M)** Maturation of selected CD4 and CD8 SP thymocytes were analyzed by FCM. Frequency **(L)** and absolute count **(M)** of thymocytes with a mature phenotype (CD69^−^CD62L^high^) were recorded. Each dot represents one mouse, and the values represent the mean ± SD. Statistical significance is indicated as follows: *P < 0.05, **P < 0.01, and ***P < 0.001 (Holm–Sidak method).

As we all know that the most important event in the DP stage of thymocytes is positive selection. CD4^+^CD8^+^T cell receptor^intermediate^ (TCR^int^) thymocytes interact with thymic stromal cells in a TCR-MHC class I/II-CD4/8-dependent manner and then transiently upregulate the expression of the surface marker CD69 and the TCR β chain (31, 32). The upregulation of the TCR β chain, as one of two core processes in positive selection, provides a strengthened TCR signal to selected thymocytes and rescue them from apoptosis (31). Therefore, we next analyzed the frequency and absolute count of CD69^+^TCRβ^int^ and CD69^+^TCRβ^high^ thymocytes. We found that both of the frequency and absolute count of CD69^+^TCRβ^high^ populations decreased in miR-146a Tg mice (Figures 3G–I). The ratio of CD69^+^TCRβ^high^ thymocytes to CD69^+^TCRβ^int^ thymocytes frequency was also reduced (Figure 3J). These results indicate that miR-146a overexpression inhibits the process of positive selection.

After a temporary stage identified as CD4^+^CD8^+^CD69^+^TCRβ^high^, thymocytes downregulate the CD4 or CD8 co-receptor, acquire a semimature phenotype of CD4^+^ (or CD8^+^) TCRβ^high^CD69^+^ heat-stable antigen (HSA)^high^Qa-2 (CD24)^low^CD62L^low^, and then further differentiate into a mature phenotype of CD4^+^ (or CD8^+^) TCRβ^high^CD69^−^HSA^low^Qa-2^high^CD62L^high^ (32). Thus, we examined the frequency and absolute count of thymocytes with mature phenotypes in the CD4 SP and CD8 SP populations. The results showed that the frequency of CD69^−^CD62L^+^ thymocytes was unchanged in the CD4 SP population but smaller in the CD8 SP population in miR-146a Tg mice (Figures 3K,L), while the absolute cell count decreased in both populations (Figure 3M). Compared with CD4 SP, the further maturation of CD8 SP population is more severely impaired, which is indicated by absolute count date (Figure 3F), and lead to a relatively higher frequency of CD4^+^ thymocytes (Figures 3D,E) in TCRβ^high^ population (dominant in selected thymocytes).

Taken together, these results suggest that miR-146a regulates positive selection during T cell development and inhibits the further differentiation of selected SP (especially CD8 SP) thymocytes from the semi-mature to mature phenotype.

### Several Genes Closely Related to Positive Selection Are Downregulated in the Thymus of miR-146a Tg Mice

To clarify the molecular mechanism through which miR-146a regulates T cell development, we performed next-generation high-throughput RNA sequencing to analyze the transcriptome profile in the thymus. 

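Thymus RNA was sequenced as 1 WT library and 1 miR-146a Tg library. Each library came from a pool of thymuses of 1 male and 1 female mouse of the Balb/c strain at 5 to 6 weeks of age, so there was 1 library per genotype and no measure of the spread between animals. No test between genotypes was possible, and the values below compare these libraries. Polyadenylated RNA was selected with oligo(dT) beads, and the authors mapped the reads to the mouse genome (build mm10), counted uniquely mapped reads per RefSeq transcript and deposited RPKM values, that is, reads per kilobase of transcript scaled to the mapped reads of the library. The files list 30533 transcripts, of which 98.9% were given a gene symbol from reference tables. Each deposited value equalled a whole number of reads over a whole transcript length, within a relative tolerance of 1e-12, at 29045338 reads behind the WT values and 30793392 behind the Tg values. The recovered counts were even, as for paired reads, and these are 14522669 and 15396696 fragments. A transcript with no reads appears to be listed at the value of 1 read, which held for 7519 transcripts in the WT library and 7622 in the Tg library. On a transcript of 1 kb, 3 fragments correspond to 0.207 RPKM in the WT library and 0.195 RPKM in the Tg library. Ratios are Tg over WT with no pseudocount, and 95% intervals are exact binomial intervals on fragments, which cover counting error only. The precursor of miR-146a, listed as Mir146, had no fragments in either library, as did Mir146b. Oligo(dT) selection does not retain mature miRNA, so the overexpression cannot be checked in these data.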

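Among 1822 transcripts at 50 RPKM or more in at least 1 library, 45 were over 2-fold higher in the Tg library and 56 were over 2-fold lower. Genes of cell division were among those with the highest ratios. Cdca3 had 4.49 times its WT value (95% interval 4.12 to 4.91), Ccnb2, which encodes cyclin B2, 3.73 times (3.37 to 4.14), and Rrm2, a subunit of ribonucleotide reductase, 3.72 times (3.49 to 3.98). Gcc2, Birc5, Bub1b, Tacc3, Kif22 and Nsg2 were also among the 10 highest ratios, which reached down to 3.11 for Nsg2. At the other end, Ms4a4b, a membrane protein of T cells, was 6.78-fold lower in the Tg library (95% interval 6.49 to 7.09) and Ctsl, which encodes cathepsin L, was 6.45-fold lower (6.21 to 6.70). The neutrophil genes S100a9 and S100a8 were 4.52-fold and 4.38-fold lower. Bc1, Ifi27l2a, Ms4a6b, AW112010, Cd53 and Ctsw completed the 10 lowest ratios, with Ctsw 2.99-fold lower. The interval of each of the 101 ratios excluded 1, but these intervals hold no variation between animals. The floor of 50 RPKM was taken from Table S1, in which every transcript reached it, so the counts are not independent of that table; with a floor of 10 RPKM, 184 transcripts were higher and 183 lower, and with both libraries rescaled to 1 sum, 56 were higher and 45 lower, against 41 and 69 with median centring and 41 and 74 with upper quartile scaling.

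**Figure D1:**
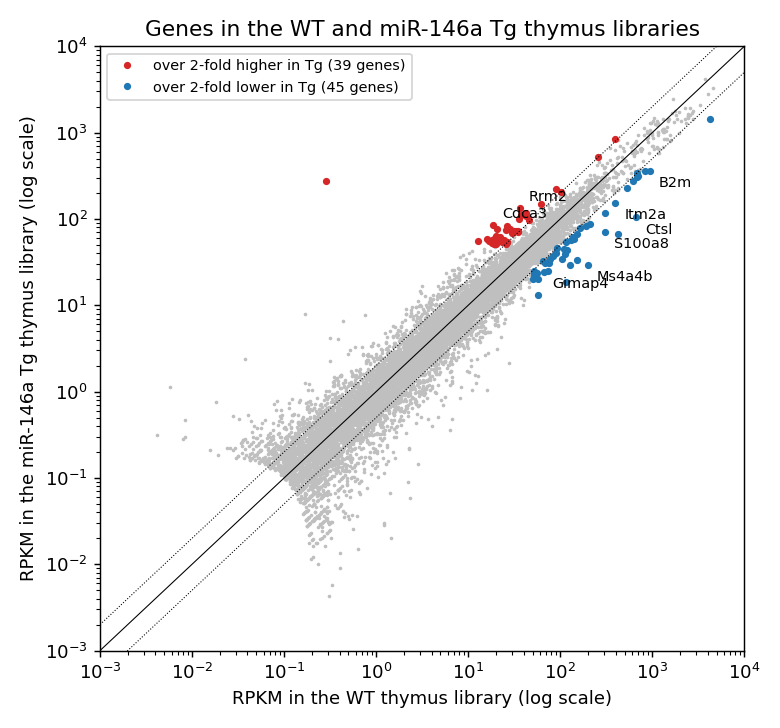
RPKM of each gene in the WT library (x axis) and the miR-146a Tg library (y axis), both on log scales, for genes with a mean of at least 0.1 RPKM, 1 point per gene at its transcript with the highest mean. The solid line marks equal values and the dotted lines a 2-fold difference, and at 50 RPKM or more 39 genes lie above and 45 below the dotted lines.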

One hundred and one differentially expressed genes were identified between WT and miR-146a Tg mice, 39 of which were classified into specific biological processes based on the annotations in the KEGG pathway database. 

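Cell cycle genes were higher in the Tg library as a group. All 22 genes of a G2/M and mitosis list were over 1.5-fold higher, with a median log2(Tg/WT) of 1.57. Top2a, a DNA topoisomerase, stood at 90.2 RPKM in the WT library and 220.2 RPKM in the Tg library, and the proliferation marker Mki67 at 42.8 and 118 RPKM. Of 20 genes of S phase and DNA replication, 19 were over 1.5-fold higher (median log2 of 0.90), including Mcm7 (75.2 and 136 RPKM), a subunit of the replicative helicase, while Pcna had a ratio of 1.37. Among 25 measured genes of glutathione and other amino acid metabolism, 4 were over 1.5-fold higher (Gss, Gstp2, Rrm1 and Rrm2, the last pair also listed under S phase), 1 was lower (Mgst1) and 20 lay within 1.5-fold. Their median log2 was 0.19. Of 17 interferon-stimulated genes, 15 were over 1.5-fold lower (median log2 of -1.04). Ifi27l2a stood at 116 RPKM in the WT library and 18.8 RPKM in the Tg library, and Samd9l at 67.5 and 30.8 RPKM. Each list was set beside 10000 random lists matched on expression, as a description of these libraries. The G2/M and S phase medians lay above all of the random medians, the interferon median lay below all of them, and the glutathione list was at percentile 96.5. These lists are not the KEGG pathways, which were not analysed here.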

The most impacted pathways with statistical significance were “cell growth and death,” “immune diseases,” and “metabolism of other amino acids.”

Due to the negative regulatory effect of miRNAs on their targets, we further manually annotated a total of 56 downregulated transcripts covering 49 genes that could be the candidate targets of miR-146a by document retrieval and then classified them into nine groups based on their functions. 

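The 56 lower transcripts belonged to 48 named genes, plus 1 transcript without a symbol in the reference tables. In 37 of these genes an annotated 3′ UTR could be searched for the miR-146a seed match. The 8-base match AGTTCTCA was present in 2 of the 37, Gimap4 and Ms4a4b (in Ms4a4b past the gene's end in the RefSeq table), and a 7- or 8-base match in 5 (13.5%), the others being Cytip, H2-K1 and Prnp, which were named after the search. Among random genes matched on expression and 3′ UTR length the median share with a 7- or 8-base match was 8.11%, and the share of the lower genes lay at percentile 91.2 of these draws. For the 8-base match alone the median share was 0%, and that of the lower genes (5.41%) lay at percentile 98.1. These percentiles count draws that tie with the observed share. The upper limit of the draws for the 8-base match was itself 5.41%, so the lower genes reached that limit but did not exceed it. Among 37 searched genes of the higher transcripts, 4 held a 7- or 8-base match (10.8%) and none held the 8-base match. The lower transcripts were short, with a median length of 898 nt, against 2067 nt for the higher transcripts and 1954 nt for all transcripts at 50 RPKM or more. Over all genes at a mean of 1 RPKM or more, the fifth with the shortest transcripts had a median log2(Tg/WT) of -0.11, and the fifth with the longest had 0.08. The searched genes make up 75.5% of the 49, under the minimum of 80% set for such a check, so the shares describe the searched genes alone.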

The pie chart in Figure 4A shows that 9 of 49 (18%) genes were closely related to T cell development (Figure 4A). Importantly, all nine genes (*B2m, L1cam, gimap3, gimap4, H2-Ea-ps, Il7r, cd53, H2-K1*, and *Itm2a*) have been reported to participate in positive selection (Table 1). In addition, 10 genes (approximately 20%) are involved in proliferation/apoptosis or protein synthesis (Table S1 in Supplementary Material), which are also key cellular and molecular events during T cell development. 

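B2m, the light chain of MHC class I molecules, lies on chromosome 2 of GRCm38 from 122147687 to 122153082. It stood at 937 RPKM in the WT library and 359.7 RPKM in the Tg library, a ratio of 0.384 (95% interval 0.371 to 0.397). H2-K1, an MHC class I heavy chain on chromosome 17 (33996012 to 34000619), had 152 and 66.2 RPKM, a ratio of 0.435. It has close paralogs among the class I genes, so its reads are uncertain. Itm2a, a membrane protein, had 396 and 154 RPKM, a ratio of 0.388 (0.374 to 0.403). Il7r, the IL-7 receptor α chain, had 51.9 and 21.7 RPKM, a ratio of 0.418 on 2419 and 1073 fragments. Cd53, a tetraspanin of leukocytes, had 106 and 34.0 RPKM, a ratio of 0.322 (0.295 to 0.350). Gimap3 had 52.0 and 24.9 RPKM, a ratio of 0.479 (0.440 to 0.522). L1cam on the X chromosome (73853778 to 73880838) was low in both libraries, at 2.47 and 1.84 RPKM, a ratio of 0.745 (0.597 to 0.927) on 190 and 150 fragments. The fold change of 0.155 that the paper prints for L1cam is the ratio of Ctsl in these libraries, and not that of L1cam. No transcript carries the symbol H2-Ea-ps in the reference tables, so no value is given for it. A list of these genes, to which Ctsl had been added, held 9 measured genes, of which 8 were over 1.5-fold lower (median log2(Tg/WT) of -1.37). The paper selected these genes on the same libraries, so their direction is not independent evidence.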

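Genes of apoptosis mostly lay close to equal values in the libraries. Of 19 measured apoptosis regulators, 17 were within 1.5-fold, 2 were over 1.5-fold lower and none was higher, with a median log2(Tg/WT) of 0.01 (percentile 37.6 of the matched random lists). The 2 lower genes were Bcl2, which protects cells from apoptosis, at 12.2 and 7.31 RPKM, and the death receptor Fas at 94.2 and 56.0 RPKM. Mcl1 (189.5 and 141 RPKM) and Bcl2l1 (97.2 and 104 RPKM), both of which also protect cells, stayed within 1.5-fold. Of 79 cytosolic ribosomal protein genes, which serve protein synthesis, 32 were over 1.5-fold lower, 1 was higher and 46 lay within 1.5-fold, with a median log2 of -0.37 (percentile 0.45). Rplp1 stood at 3311 RPKM in the WT library and 2066 RPKM in the Tg library, and Rpl23a at 2743 and 1805 RPKM. Ribosomal protein transcripts are short, and alternatives that allow for length were chosen after seeing the data. With the trend over transcript length subtracted, their median log2 was -0.16 (percentile 14.5). Among random lists also matched on length the list was at percentile 2.83, just inside the lower limit of 2.5. The trend and the random lists can hold the ribosomal genes themselves, which can draw both toward the list. These alternatives therefore cannot decide whether the list stands apart once length is allowed for. Pseudogene copies make their read counts uncertain.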

The changes in transcription profile induced by miR-146a overexpression provide strong evidence supporting the observed effects on the process of T cell development and suggest several principal molecules as the candidate targets of miR-146a.

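Genes of mature T cells were lower in the Tg library, while genes of the double-positive stage were not. Of 19 genes of mature single-positive thymocytes and of egress from the thymus, 15 were over 1.5-fold lower and none was higher (median log2(Tg/WT) of -1.06, below all matched random medians). Cd52 stood at 525 and 231 RPKM, whereas Cd27 (196 and 187 RPKM) and Ifngr1 (146 and 171 RPKM) lay within 1.5-fold. The CD8 single-positive lineage had the lowest median of these lists, at -1.51, with 9 of 13 measured genes lower. The granule protein gene Nkg7 had 39.0 and 9.99 RPKM. Cd8a (369 and 427 RPKM) and Cd8b1 (945 and 1063 RPKM), which double-positive cells also express, were not lower. Runx3 (8.02 and 6.68 RPKM) and Ccl5 (11.7 and 11.6 RPKM), also of the CD8 list, lay within 1.5-fold. Of 11 genes of CD4 single-positive and regulatory T cells, 5 were lower and 6 within 1.5-fold (median log2 of -0.35, percentile 0.76). Of 15 genes of double-positive thymocytes, 14 lay within 1.5-fold and 1 was higher, Arpp21 (median log2 of 0.19, percentile 96.0). Rag1, which recombines the T cell receptor genes, had 413 and 514 RPKM. Among 16 genes induced by T cell receptor signals, Itm2a and Cd69 (95.8 and 53.9 RPKM) were lower, Egr2 was higher and 13 were within 1.5-fold (median log2 of 0.04). Cd4 had a ratio of 1.07 and Cd24a a ratio of 1.03. Without the genes of Table S1, the median of the mature single-positive list was -0.85 over 14 genes and that of the CD8 list -1.46 over 12 genes. A neutrophil list was also lower in the Tg library (median log2 of -1.31), as was an erythroid list (-1.16). A list of γδ T, NK and innate lymphoid cells was lower as well (-1.14, 4 of 6 genes over 1.5-fold lower), and such cells also express several genes of the CD8 list, Nkg7 among them. The paper takes the changes in the transcription profile as strong evidence for the effects it observed on T cell development, and as pointing to several molecules as candidate targets of miR-146a.

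**Figure D2:**
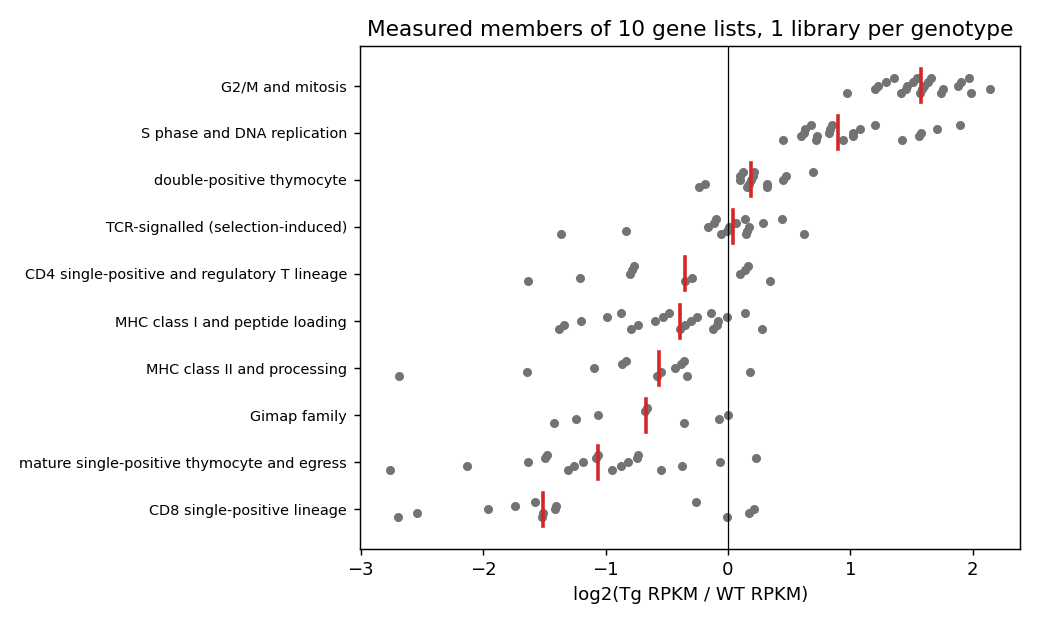
log2 of the Tg over WT ratio (x axis) for the measured members of 10 gene lists (y axis), with 1 library per genotype. Each point is a gene and the red bar is the median of the list, which runs from 1.57 for G2/M and mitosis to -1.51 for the CD8 single-positive lineage.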

**Figure 4:**
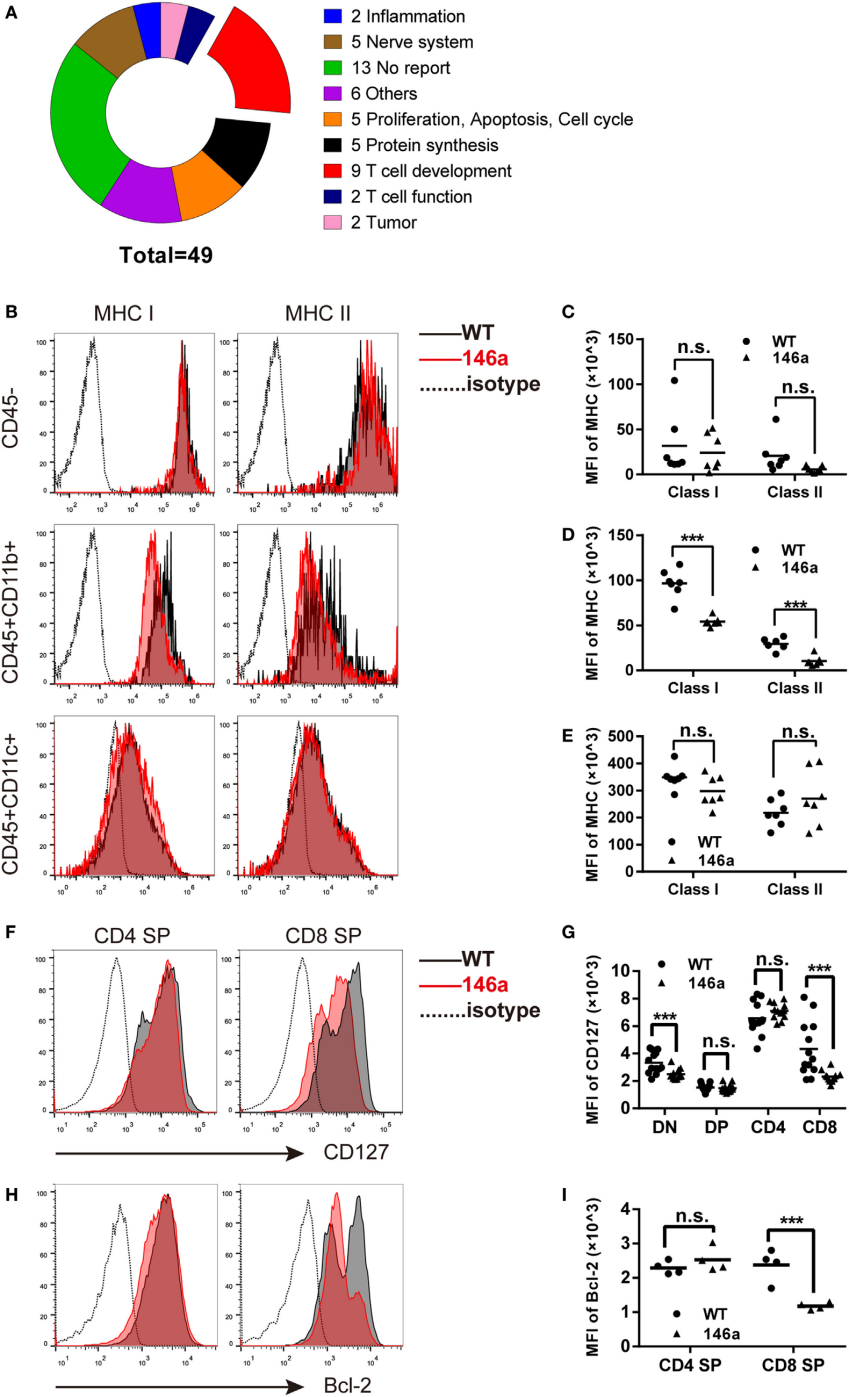
Global gene expression analysis of identified genes closely related to positive selection, in which major histocompatibility complex (MHC) molecules and CD127 are downregulated in thymic stromal cells and thymocytes, respectively. **(A)** Forty-nine downregulated genes were classified into nine groups based on their functions, in which nine (18.3%) genes are closely related to the positive selection process. **(B–E)** Thymic stromal cells were isolated from gender- and age-matched wild-type (WT) and transgenic (Tg) mice and then stained with anti-CD45, CD11b, CD11c, and MHC class I/II antibodies. The median florescence intensity (MFI) of MHC class I or II was determined in the CD45^−^, CD45^+^CD11b^+^, and CD45^+^CD11c^+^ population using flow cytometry (FCM). **(F–I)** Thymocytes were isolated from gender- and age-matched WT and Tg mice, and the expression (indicated by MFI) of CD127 **(F,G)** and Bcl-2 **(H,I)** was analyzed using FCM. Each dot represents one mouse, and the values represent the mean ± SD. Statistical significance is indicated as follows: *P < 0.05, **P < 0.01, *** and *P* < 0.001 (Holm–Sidak method).

**Table 1:** Downregulated genes associated with T cell development.

Gene name	Fold change	Functional description	Reference
*B2m*	0.383	Component of major histocompatibility complex (MHC) class I molecules.	–
*L1cam*	0.155	Plays an important role in MHC class II-mediated peptide presentation in thymic epithelial cells, acting both in invariant chain degradation and in the generation of MHC class II-bound peptide ligands, which are presented by cortical thymic epithelial cells.	(33)
*gimap3*	0.479	Interacts with a group of Bcl-2 family members to regulate thymocyte survival and apoptosis.	(34)
*gimap4*	0.356	Closely related to IL-7R signaling. Interacts with Bax to accelerate the apoptosis of immature double-positive or other thymocytes.	(34)
*H2-Ea-ps*	0.448	Component of MHC class II molecules.	–
*Il7r*	0.418	Provides a survival signal to the selected thymocytes in both the early and late stages of T cell development.	(32, 35, 36)
*cd53*	0.322	Expressed on thymocytes depending on the signal provided by MHC molecules.	(37)
*H2-K1*	0.435	Component of MHC class I molecules.	–
*tm2a*	0.388	Expressed preferentially in the T lineage among hematopoietic cells and induced by MHC-mediated positive selection.	(38)

### miR-146a Tg Mice Show Reduced MHC Class I/II Molecules and the IL-7 Receptor α Chain on Thymic Stromal Cells or Thymocytes

As one of the most well-characterized events in T cell development, positive selection is generally believed to be driven by the interaction between MHC class I/II molecules on thymic stromal cells and TCRs together with CD4/8 molecules on thymocytes (39). At the same time, the signals provided by cytokine microenvironment are also crucial for the survival and further maturation of thymocytes (32, 35). Following the evidence generated by RNA-sequencing data, we first analyzed the expression of MHC class I/II molecules on CD45^−^ (enriched in epithelial and endothelial cells as well as fibroblasts) [Figure 4B (top) and Figure 4C], CD45^+^CD11b^+^ (enriched in macrophages) [Figure 4B (middle) and Figure 4D], and CD45^+^CD11c^+^ (enriched in dendritic cells) [Figure 4B (bottom) and Figure 4E] cells using FCM. The results showed a distinct decrease in both MHC class I and II molecules on CD45^+^CD11b^+^ cells and a downtrend in CD45^+^CD11c^+^ or CD45^−^ cells (except MHC class II in CD45^+^CD11c^+^).

Next, we analyzed the expression of CD127, the α chain of the IL-7 receptor, on thymocytes by FCM. The result showed that CD127 was downregulated in CD8 SP cells but not in the CD4 SP population (Figures 4F,G). In accordance with the change in CD127 expression, the level of the survival-promoting transcriptional factor Bcl-2 was also decreased in the CD8 SP population, while no significant change was observed in the CD4 SP proportion (Figures 4H,I).

Collectively, these results further identify the intrinsic and extrinsic molecules that drive the process of positive selection of thymocytes and might be direct or indirect targets of miR-146a.

### miR-146a Directly Targets *gimap4* mRNA

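Gimap4 encodes a GTPase of immune cells and lies on chromosome 6 of GRCm38 from 48684578 to 48692062. Its transcript with the highest mean, NM_174990, stood at 65.8 RPKM in the WT library and 24.6 RPKM in the Tg library, a ratio of 0.374 (95% interval 0.342 to 0.409) on 1730 and 686 fragments. The files list 5 Gimap4 transcripts, which overlap, and their ratios ran from 0.270 to 0.387. The 3′ UTR matched to this transcript is 761 bases long in the GENCODE M21 annotation. It holds 1 match to the miR-146a seed, AGTTCTCA, at bases 434 to 441 counted from the first base after the stop codon. The match lies in exon 3 of 3, on chromosome 6 from 48691733 to 48691740 on the plus strand. With 15 bases on either side it reads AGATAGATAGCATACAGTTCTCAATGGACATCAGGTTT. Over all 404 measured genes with this 8-base match, the median log2(Tg/WT) was 0.02, which is percentile 11.0 of random lists matched on expression, and over the 8439 genes with no 7- or 8-base match it was 0.04. Of other genes that the paper names as targets of miR-146a, Irak1 had a ratio of 0.776 (0.678 to 0.888) and Traf6 of 1.01 (0.941 to 1.07). Fadd had a ratio of 1.09 (0.925 to 1.28).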

Finally, by comparing the list of downregulated genes from the results of RNA sequencing and the list of miR-146a targets predicted by miRanda, miRWalk, or TargetScan, we identified one overlapping gene, *gimap4*. Western blot analysis confirmed that the expression of gimap4 was downregulated in the thymus of miR-146a Tg mice (Figures 5A,B). A dual luciferase reporter assay also indicated that miR-146a could directly inhibit the expression of gimap4 by targeting its 3′UTR (Figures 5C,D).

**Figure 5:**
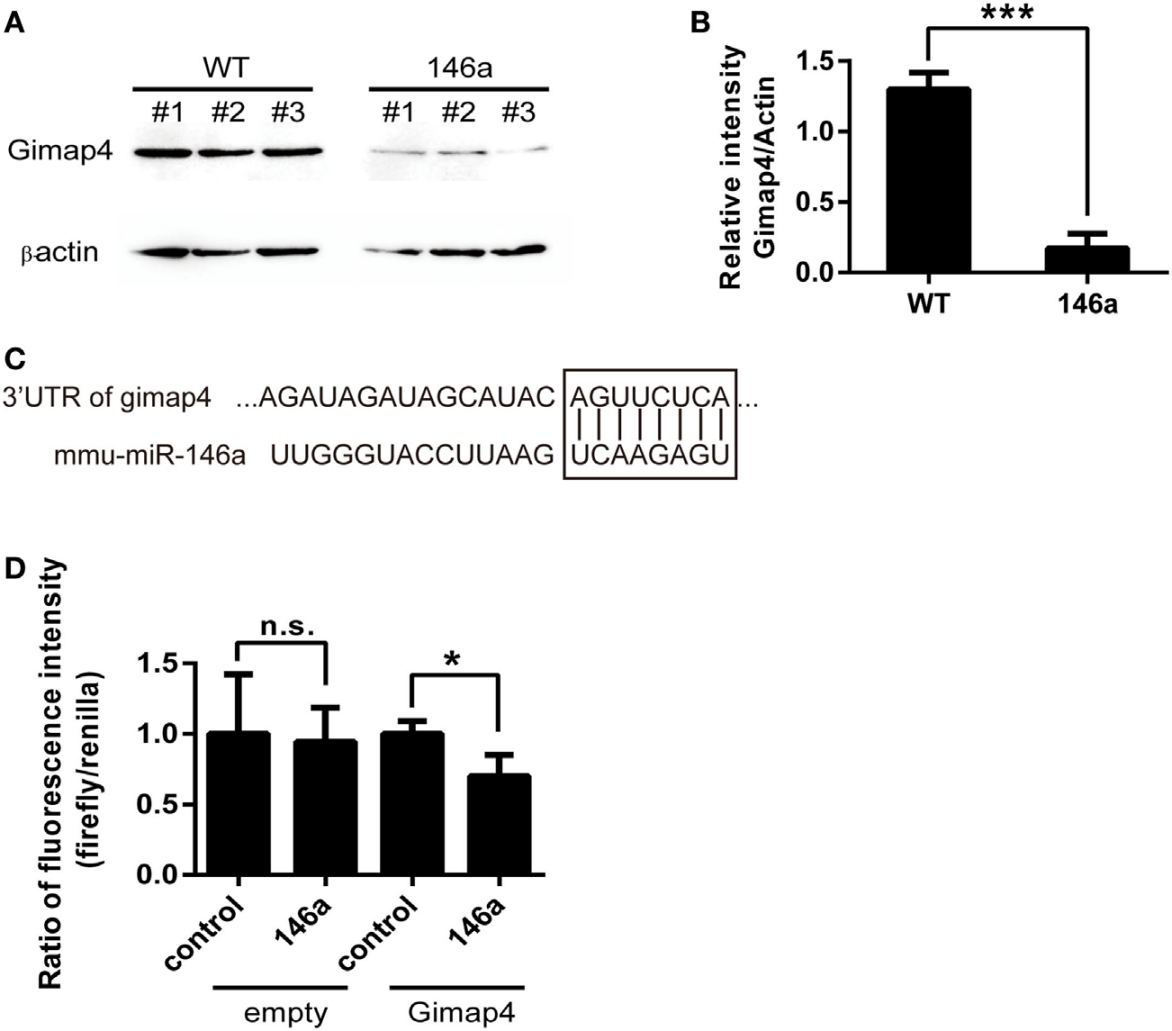
*Gimap 4* is a novel target of miR-146a **(A,B)**. Thymocyte proteins were extracted from gender- and age-matched wild-type (WT) and transgenic (Tg) mice and detected by Western blot with anti-Gimap4 antibodies **(A)**. The significant downregulation of gimap4 in Tg mice can be observed as an obvious decrease in the normalized intensity of bands **(B)**. **(C)** The predicted interaction between the 3′UTR of gimap4 mRNA and miR-146a. The seed region and the binding site are shown in the box. **(D)** A dual-luciferase assay confirmed that miR-146a downregulated the expression of gimap4 by targeting the 3′UTR of its mRNA.

## Disscussion

On the basis of the Guo et al.’s study, we further investigated the physiological and pathological role of miR-146a in aspect of T cell. We performed systemic phenotyping on the miR-146a Tg mouse model and focused on the changes in T cells. Lymphadenopathy and splenomegaly, which are one of the clinical manifestations of ALPS patients, were also observed by us in this model. In secondary lymphoid organs, the changes on the proportion of CD4/CD8, αβ/γδ T cell-subsets indicate the aberrant immunity status. CD4^+^ and CD8^+^ T cells from Tg mice exhibited a higher frequency of activated phenotype, enhanced proliferative activity, and restrained apoptosis *in vitro*. Most of these characteristics in T cells are shared by many autoimmune diseases, e.g., SLE or RA, and indicate a pathological role of miR-146a in wide range of autoimmune diseases.

T cell development in thymus is essential in preventing autoimmunity by generating T cells carrying TCRs with appropriate affinity to foreign but not self-antigens. During this process, immature T cells must undergo positive and negative selection to acquire central tolerance. If the selection is disrupted, autoreactive T cell wills escape from thymus and contributes to break B cell tolerance in periphery (23). Thus, we next examined the T cell development in miR-146a Tg mice.

Defects in thymic T cell development were also observed in miR-146a Tg mice. Positive selection at the DP stage and the further maturation of CD4 and CD8 SP cells were impaired by the overexpression of miR-146a, which ultimately caused reductions in both CD4 and CD8 SP cells (especially the CD8 SP population) in the thymus. Transcriptome analysis provided us with more evidence to understand the regulatory mechanism of miR-146a on T cell development. By using high-throughput RNA-sequencing analysis, we identified nine T cell development-related genes that were downregulated by miR-146a in Tg mice. All of these genes are closely related to the positive selection of DP thymocytes. In addition, these nine genes can be divided into two groups based on their modes of action, i.e., “intrinsic” and “extrinsic.” 

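For genes with which stromal cells act on thymocytes, 8 of 21 measured genes of MHC class I and peptide loading were over 1.5-fold lower in the Tg library and none was higher (median log2(Tg/WT) of -0.39, percentile 0.03 of matched random lists). H2-Q4 (149 and 117 RPKM), the immunoproteasome subunit Psmb8 (237 and 236 RPKM) and the chaperone Calr (150.2 and 166 RPKM) lay within 1.5-fold. Of 12 genes of MHC class II and its processing, 5 were lower and none higher (median log2 of -0.56, percentile 0.01). H2-Aa stood at 36.5 and 20.0 RPKM, H2-Ab1 at 29.4 and 23.4 RPKM, and Cd74, the invariant chain, at 32.4 and 25.3 RPKM. Most of the stromal genes listed were not measured in whole thymus. Of 10 genes of cortical epithelium 5 were measured at a mean of 1 RPKM or more, of 10 of medullary epithelium 2, of 11 of macrophages 5, of 10 of dendritic cells 4, and none of 7 fibroblast genes. The macrophage genes had a median log2 of -0.18, with Lyz2 at 56.2 and 34.7 RPKM, and the dendritic cell genes had -0.28. The cortical epithelium genes had -0.08, with 3 within 1.5-fold and 2 lower, Ctsl (673 and 104 RPKM) and Ccl25 (2.61 and 1.62 RPKM). The highest of the other measured genes of that list, Ly75, stood at only 5.18 and 5.45 RPKM. Which cells gave the Ctsl reads is therefore not known from these libraries. B cells, which also express MHC class II genes, had a list median of -0.46 over 4 measured genes. These libraries do not separate stromal cells from thymocytes, which also express MHC class I.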

The intrinsic genes, such as *il7*α and *gimap3/4*, are supposed to be expressed by thymocytes and act as receptors or adaptors in specific signaling pathways controlling cell fate such as apoptosis and survival, whereas the extrinsic genes such as major histocompatibility antigen (MHC) class I and II molecules are mainly expressed by thymic stromal cells, including thymic epithelial/endothelial cells, fibroblasts, thymic macrophages, and dendritic cells, and provide survival signals to thymocytes by interacting with pre-TCRs.

During positive selection, MHC molecules provide the signals that determine the fate of DP thymocytes as CD4 or CD8 SP cells (40). In addition, environmental cytokine signals such as IL-7 also provide survival signals or promote further differentiation to the selected thymocytes (32, 35). We confirmed the downtrend of both of MHC-I and MHC-II molecules in the CD45^−^ (enriched in epithelial and endothelial cells as well as fibroblasts), CD45^+^CD11b^+^ (enriched in thymic macrophages), and CD45^+^CD11c^+^ (enriched in dendritic cells) population (except MHC class II molecule in CD45^+^CD11c^+^ population). IL-7 provides a survival signal to thymocytes, especially CD4 and CD8 SP thymocytes and, to a greater extent, cells at the DN stage due to the relatively higher level of expression on these cells, throughout the entire process (41). In this study, we found that the α chain of the IL-7 receptor was downregulated on CD8 SP thymocytes, and, as a result, the level of the survival-promoting TF Bcl-2 was decreased, which subsequently impaired the maturation of CD8 SP thymocytes in miR-146a Tg mice.

*Gimap3* and *gimap4* belong to the *Gimap* (GTPase of the immunity-associated protein) family, which is also called the *IAN* (immune-associated nucleotide-binding protein) family and encodes functionally unknown GTP-binding proteins expressed in immune tissues (34, 42). 

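The Gimap genes form a cluster on chromosome 6 of GRCm38, where the 8 measured here lie between 48647186 and 48770851. In the Tg library 5 of the 8 were over 1.5-fold lower, 3 were within 1.5-fold and none was higher, with a median log2(Tg/WT) of -0.67 (below all matched random medians). Gimap7 had 37.0 and 15.7 RPKM in the WT and Tg libraries. Gimap6, the most abundant, had 305 and 191 RPKM, and Gimap8 had 62.9 and 39.8 RPKM. Gimap9 (148 and 141 RPKM) and Gimap1 (55.0 and 55.1 RPKM) differed little between the libraries. Without Gimap3 and Gimap4, which are in Table S1, the median over the 6 others was -0.51 (percentile 0.69). Members of the family resemble each other in sequence, so reads that map to more than 1 of them were not counted.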

Gimap3/4 levels increase in accordance with the positive selection of immature DP thymocytes to mature SP thymocytes, including during the early events in the transition from CD69^low^ DP cells to CD69^high^ DP cells and the late event in transition from CD69^high^ CD4 SP cells to CD69^low^ CD4 SP cells (34). In addition, *gimap3* and *gimap4* act antagonistically during the apoptosis of thymocytes. Overexpression of *gimap4* causes the apoptosis of DP thymocytes and then impairs subsequent T cell development, while *gimap3* provides a survival signal to selected CD4^+^ and CD8 SP cells (34). The regulation of *Gimap3* and *Gimap4* expression by miR-146a may control the balance between the apoptosis and survival of thymocytes at the DP stage and subsequently regulate positive selection.

Interestingly, *gimap4* was predicted to be the target of miR-146a by several software packages, including miRanda, miRWalk, and TargetScan. Western blot analysis confirmed that *gimap4* was downregulated in the thymocytes of miR-146a Tg mice. We also proved that miR-146a directly interacts with the 3′UTR of *gimap4* mRNA using a luciferase reporter assay. Nevertheless, it seems that the downregulation of gimap4 cannot explain the effect of miR-146a on T cell development, since *gimap4* KO mice show no obvious defect in T cell development (43).

It is noteworthy that the apoptosis of T cells in peripheral and thymocytes in central lymphoid organs are affected by miR-146a, but the consequence goes opposite. In thymus, miR-146a promotes apoptosis of CD8 SP, probably, by downregulating IL-7R α chain, whereas in peripheral lymphoid organs, miR-146a inhibits apoptosis of both CD4 and CD8 T cells by unknown mechanism. A previous study by others reported that miR-146 inhibited the apoptosis of Jurkat cells, a human T cell leukemia cell line, by targeting gene encoding pro-apoptotic protein FADD (44). We suppose that miR-146a regulates the apoptotic activity of peripheral T cell in the same way. To address this question, a systemic examination on pro- and anti-apoptotic effector molecules such as caspase 3 should be performed.

In summary, our findings strongly suggest that miR-146a participates in regulating the positive selection during T cell development in thymus and the T cell homeostasis in periphery. miR-146a overexpression results in defective T cell development of both CD4^+^ and CD8^+^ T cells and an autoimmune-like T cell disorder in periphery. Our findings further extend our understanding of the biological function of miR-146a and identify a novel mechanism underlying positive selection during T cell development.

## Author Contributions

ZL designed and performed experiments, analyzed data, and wrote the manuscript. SZ set up the breeding of animals and performed flow cytometry and cell culture. MC performed cell counting experiment. YZ performed the real-time PCR. YW assisted with setting up the breeding of animals. WW and ZL assisted with the analysis of the RNA-sequencing data. YH, HW, and HC assisted with flow cytometry. XZ and LC assisted with designing the scheme of this study. JZ and WH designed the scheme of this study and revised the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: MicroRNA-146a Overexpression Impairs the Positive Selection during T Cell Development
**Source:** Front Immunol. 2018 Jan 23;8:2006. doi: 10.3389/fimmu.2017.02006
**Supplement:** Supplementary file 1

Supplementary Material

MicroRNA-146a Regulates Positive Selection During T Cell Development in mice

Zinan Li, Siya Zhang, Ying Wan, [Menghua Cai](#), Weiqing Wang, Yuli Zhu, Zhen Li, Yu Hu, Huaishan Wang, Hui Chen, Lianxian Cui, Xuan Zhang, Jianmin Zhang^{*}, Wei He^{*}

Jianmin Zhang or Wei He

A

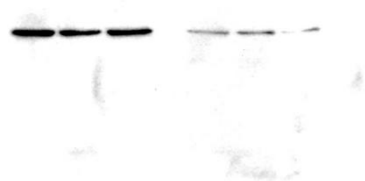

B

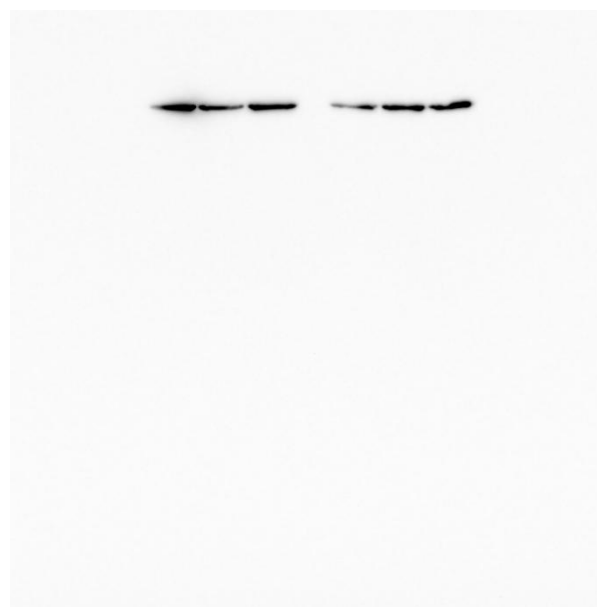

Supplementary Figure 1. Original graph of Western blot in Figure 5. (A) Gimap 4. (B) beta-actin

How the deposited data were processed for this re-analysis (not part of the article)

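The RNA sequencing compared the thymus of WT mice with that of miR-146a Tg mice. There was 1 library per genotype, each from a pool of 1 male and 1 female. The authors isolated total RNA, selected polyadenylated RNA with oligo(dT) beads, sequenced the libraries on an Illumina HiSeq instrument, mapped the reads with a program the paper spells HotHap2 and counted uniquely mapped reads. The submitters' processing notes name build mm10. The authors deposited RPKM values for 30533 RefSeq transcripts, while the paper's text describes a unit based on fragments (FPKM). The program's version and the strand setting are not given in the sources used here.

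Transcripts were named from the RefSeq table of GRCm38 (30007 transcripts) and with the GENCODE M21 annotation of the same build (30188 in all). No symbol was assigned to the rest. Whole reads were recovered from the deposited RPKM values, for 100% of the values within a relative tolerance of 1e-12. In 3270 transcripts whose length was settled without regard to even or odd reads, 100% of the values above 1 read were even, so 2 reads were taken as 1 fragment. The recovered length was within 20% of the GENCODE length for 89.7% of the transcripts with one. For the rest, the intervals rest on a length that differs from the annotation. No count test was used, because with 1 library per genotype it would compare these libraries and not the genotypes.

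A gene took its transcript with the highest mean over both libraries. Differences over 2-fold were counted among transcripts or genes at 50 RPKM or more in at least 1 library. For 36 gene lists the measured members (mean of at least 1 RPKM), the members over 1.5-fold higher or lower and the median log2(Tg/WT) were computed. Each list with at least 5 measured members was placed among 10000 random lists whose members were drawn within 100 ranks of mean expression. Intervals of ratios are exact binomial intervals at 95%. The 3′ UTR was taken as the exon sequence after the annotated stop codon, and searched for 8-base and 7-base matches to the miR-146a seed. These computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

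The lists, thresholds and alternatives were fixed before the data were examined, except those marked as chosen later. Table S1 had been read by then, so its values count as seen. The rule for named genes took the 10 highest and 10 lowest ratios among genes at 50 RPKM or more, the genes of Table 1 and others named in the paper, the sex-linked genes, Mir146, and for examples the 4 members of a list with the highest mean. Genes named beyond the rule were chosen after their values were seen, among them Gimap7, Arpp21, Egr2, Gss, Gstp2, Rrm1, Mgst1, Cytip and Prnp. The alternatives were floors of 1, 10, 20 and 100 RPKM and no floor, pseudocounts of 1 and 0.1, a mean of at least 5 RPKM, no filter, median centring, upper quartile scaling, rescaling of both libraries to 1 sum, sums or means of a gene's transcripts, and lists without the genes of Table S1. Subtraction of a running median over transcript length (401 genes) and random lists matched on length as well (from the 201 nearest genes) were added after seeing the data.

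On simulated values for 29671 transcripts, both libraries' read counts were recovered for 99.997% of transcripts, with counts simulated as even. Of 200 unchanged simulated lists of 20 transcripts, drawn from 14731 transcripts with a mean of at least 1 RPKM, 5.5% fell outside the central 95% of random lists, and of lists shifted by -0.5 on the log2 scale 96.5% fell below it. The simulated ratios were independent of each other, with an SD of 0.5 on the log2 scale. Genes of a real list can vary together, so these shares need not hold for the real lists. Flow cytometry, Western blot and reporter assays were not analysed here, nor were KEGG pathways, and results for some genes that the rule selected are not reported here.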

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

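The tests on seed matches and on single-positive and double-positive markers were chosen after the results were seen, and so was the rule that flagged the lists below. Every value comes from 1 library per genotype, so a difference between the pools of mice that has nothing to do with the transgene stays open for all of them. The lists of G2/M and mitosis, of S phase and of histones had medians above the WT level and above the upper limit of matched random lists. The paper does not name their genes in its text, but 13, 4 and 2 of them are in Table S1.

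Genes of mature T cells were among the genes lower in the Tg library. Subtracting the median trend over transcript length removed only a small part of the difference in the genes over 2-fold lower. Their median log2(Tg/WT) was -1.25 before and -1.17 after the running median over length was subtracted. Of 48 with an adjusted value, 36 stayed below -1, so the trend matters for whether some of them pass 2-fold. Direct repression through 7- or 8-base seed matches in the annotated 3′ UTR cannot be the cause for most of them. At most 34.7% of the lower genes would hold one even if each gene not searched did. Matches outside the annotated 3′ UTR and indirect effects of miR-146a were not tested. The markers of mature single-positive cells outside Table S1 had a median of -0.85, below all matched random medians. The paper reports from flow cytometry a lower frequency and count of CD4 and CD8 single-positive thymocytes in Tg mice. A smaller share of such cells in the Tg pool would lower these markers. RNA of whole thymus cannot separate it from lower expression per cell.

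Cell cycle genes were higher, with a median log2(Tg/WT) of 1.57 for G2/M and mitosis and 0.90 for S phase. Subtracting the trend over transcript length left the G2/M median at 1.51. A larger share of double-positive cells after loss of single-positive cells would raise the double-positive markers about as much, and their median was 0.19 (interval 0.10 to 0.32), below the interval of the G2/M median (1.42 to 1.76). More cycling cells and higher expression per cycling cell stay open, as untested.

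Histone genes, chosen by a pattern in their symbols, had a median log2(Tg/WT) of 0.26, with 16 of 53 over 1.5-fold higher and 7 lower (percentile 99.98 of matched random lists). Most of them are replication-dependent histones, whose transcripts are poorly captured by oligo(dT), but H1f10 and H1f0, which is among the lower genes, are not.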

How the results depend on the processing

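The random lists matched on length and the subtraction of the length trend were chosen after seeing the data. With 1 library per genotype no replicate could be left out. No paired analysis was possible because each genotype has 1 library. Counts over 2-fold depended on the floor. Transcripts higher and lower numbered 461 and 646 with a floor of 1 RPKM, 184 and 183 with 10, 101 and 110 with 20, and 1441 and 2824 with no floor, and 12 were higher with a floor of 100. Genes higher and lower numbered 351 and 501, 146 and 161, 86 and 94, 11 and 29 (floor 100), and 1070 and 2162 (no floor). Without a floor, transcripts listed at 1 read enter the counts. Pseudocounts, scalings, sums or means of transcripts and the length trend kept each count within 1.5 times. Rescaling both libraries to 1 sum raised every Tg value by 0.12 on the log2 scale, while median centring and upper quartile scaling moved it by -0.03 and -0.04. Under that rescaling B2m had a log2 ratio of -1.26, Cd53 -1.51, H2-K1 -1.08, Il7r -1.14 and Itm2a -1.24, outside their counting intervals, and the NF-kappaB list had a median of 0.052 in place of -0.07. Among the gene lists, 363 settings kept a median within its interval or, with length matching, its side of the limits of the random lists, and 13 did not. Some lists crossed those limits with a median inside its interval. With a mean of at least 5 RPKM the double-negative list had 0.53 at percentile 99.6, against -0.10 at 21.4. The glutathione list reached percentile 97.8 with no filter and 98.6 with the length trend subtracted, and the targets the paper names were at 4.18 without Table S1 genes, against 0.42. The cortical epithelium list had -1.31 with a mean of at least 5 RPKM. Without Table S1 genes the Table 1 list kept only L1cam, at -0.43. The histone list had 0.73 with a mean of at least 5 RPKM. With the length trend subtracted the ribosomal list had -0.16, and with lists matched on length it was at percentile 2.83 and the glutathione list at 98.25. Lists of 1 measured gene moved too. Endothelium had -0.58 with no filter and 0.63 with summed transcripts, adipocyte -0.49 with no filter, and Xist 0.0060 under upper quartile scaling, 0.16 under rescaling, 0.12 with summed transcripts and -0.037 with the length trend subtracted. The cause was not tested. Depth limits genes near 0.207 RPKM in the WT library, the value of 3 fragments on 1 kb.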

Differences from the paper's values

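Table 1 of the paper gives L1cam a fold change of 0.155. L1cam had a ratio of 0.745 in the files, and none of the alternatives set before the data were examined came within 1.5 times of the paper's value: 0.729 with median centring, 0.725 with upper quartile scaling, 0.810 with rescaling to 1 sum, 0.818 with a pseudocount of 1 and 0.745 with summed transcripts. L1cam is not in Table S1. The transcript of Table S1 whose ratio lies within 0.001 of the paper's value is that of Ctsl, at 673 RPKM in the WT library and 104 RPKM in the Tg library, a ratio of 0.155. The paper's description beside L1cam speaks of invariant chain degradation.

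For H2-Ea-ps, Table 1 of the paper gives a fold change of 0.448. Within 0.001 of it lie 2 transcripts of Table S1, one of Arhgap15 (ratio 0.448) and one without a symbol in the reference tables, NM_010381, at 60.4 and 27.0 RPKM (ratio 0.448). The files and tables used here do not settle which was meant. For Gimap4 the paper gives 0.356, the ratio of its transcript NM_001243200, and the transcript with the highest mean had 0.374.

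The paper speaks of differentially expressed genes where Table S1 lists transcripts. At its stated fold change over 2, and with a floor of 50 RPKM that its text does not state, 101 transcripts were counted, 45 higher and 56 lower, and all 101 are those of Table S1. The floor was itself read from Table S1, and the paper's q-values were not recomputed.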

Other observations

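The test on miR-146a seed matches was chosen after its first values were seen. Among genes of γδ T, NK and innate lymphoid cells Hcst, an adaptor of NK receptors, stood at 56.6 and 24.0 RPKM and Tyrobp at 18.5 and 8.95 RPKM in the WT and Tg libraries. Neutrophil and myeloid precursor genes were over 1.5-fold lower in 8 of 9 cases, and all 6 measured erythroid genes were lower, all of them globin genes that share reads. Of 9 immediate early and stress genes 6 were lower and 1 higher (median log2(Tg/WT) of -0.77), with Junb at 45.4 and 16.4 RPKM. Genes of double-negative thymocytes went both ways (2 higher, 3 lower, median -0.10, but 0.53 at percentile 99.6 over the members with a mean of at least 5 RPKM), with Ptcra at 10.7 and 17.3 RPKM and Id2 at 41.7 and 23.9 RPKM. NF-kappaB target genes had a median of -0.07 over 13 genes, cell cycle inhibitors 0.00 over 5, other reported targets of miR-146a 0.02 over 7, and the 6 targets the paper names -0.52, Gimap4 among them. Medullary epithelium had -0.01 over 2 genes, and endothelium (0.05) and adipocyte (0.16) had 1 gene each. Of 12 reference genes 11 lay within 1.5-fold (median 0.13), and B2m, often used as one, was the exception. The 4 Y-linked genes had a median of -0.44, with Eif2s3y at 50.5 and 19.9 RPKM and Ddx3y at 20.3 and 22.4 RPKM, and Xist had 46.9 and 48.4 RPKM.

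Ms4a4b had the lowest ratio among genes at 50 RPKM or more in at least 1 library. It has 3 copies of the 8-base seed match AGTTCTCA in a 3′ UTR of 3956 bases in the GENCODE M21 transcript. The first lies at bases 1203 to 1210 after the stop codon, on chromosome 19 of GRCm38 from 11464302 to 11464309 in exon 7 of 7. The RefSeq table ends the gene at 11463549, before this match, so whether the match is part of the transcript depends on the annotation. With Gimap4 it makes 2 of 37 searched lower genes (5.41%), percentile 98.1 of random genes matched on expression and 3′ UTR length. That percentile counts ties, and the upper limit of the random draws was also 5.41%, so the share did not exceed it. Ms4a4b is also a marker of mature T cells, so direct repression and a smaller share of mature cells may each lower it. Seed matches in the annotated 3′ UTR cannot be the direct cause for most lower genes (at most 34.7%). The paper does not discuss Ms4a4b.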
